A study of Papilio xuthus with 10 samples. Its data were reported in "Outbred genome sequencing and CRISPR/Cas9 gene editing in butterflies" (2015).

How the data were processed

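Gene expression was measured by RNA sequencing in the swallowtail butterfly *Papilio xuthus*, over its development from egg to adult. Whole bodies were used. The samples fall into 10 groups of 1 library each: egg, larvae of instars 1 to 5 (an instar is the period between moults), female pupa, male pupa, female adult and male adult. Group membership was taken from the sample titles. Per the methods of the study, eggs and early larvae were pooled, and later libraries came from single animals.

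The authors extracted total RNA, selected poly-A RNA, made cDNA with random primers and sequenced it from both ends on an Illumina instrument. Reads were mapped to the authors' own *P. xuthus* assembly and gene set. The labels and the main methods text do not give the aligner, the use of strand or the treatment of reads with several hits, and the supplementary notes of the study were not used here. The values deposited by the authors are RPKM, a read number normalised to the length of the gene in kilobases and to the total reads of the library. RPKM corrects for gene length and library total. It does not correct for the composition of a library, so that a few very abundant genes lower the values of the rest. The table had 1 file with 10 columns, 1 per library, and 15123 genes, each above 0 in at least 1 library.

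Depth was read back from the values. Within a column, RPKM values were whole reads divided by a gene length and by 1 whole-number library total. The totals, lengths and reads were solved from the ratios between columns and between genes, and 100% of the 15123 genes came out as whole reads. As a check, 500 genes were solved again with totals wrong by 1 or 2 reads, and 0 of them came out whole. The absolute scale was set by taking the commonest gap between gene lengths as 3 bp. The smallest length that gave whole reads was a multiple of 3 in 99.9% of genes, which follows in part from that scale. Neither this, the whole reads nor the check with wrong totals tests the scale. Lengths and reads of a gene are the smallest that its values allow, so that a true value can be a multiple of the one given. Library totals ranged from 23378656 reads in the 5th instar to 35161755 in the male pupa. The recovered reads were used for depth and for counting error only, and no count model was fitted, because the deposited unit is RPKM.

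Exact Clopper-Pearson 95% confidence intervals were given for the RPKM of named genes, and Wilson intervals for shares of reads. The limit for a gene with 0 reads was set at 3 reads. These intervals and limits cover counting error only. They contain no variation between animals, and they are too narrow if both ends of a fragment were counted.

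Comparisons used log2(RPKM + 1). A fold change on that scale understates the change of genes with low values. With 1 library per stage there was no replicate error within a stage. No test across genes was run, and a difference between stages is a difference between 2 libraries. A gene was counted as detected at an RPKM of 1 or more. Libraries were compared by Spearman's rho over the 14491 genes at an RPKM of 1 or more in at least 1 library. Genes were counted as changed between successive stages, or between sexes, at a difference of 2 or more in log2(RPKM + 1). For pairs of libraries, ratios of RPKM without a pseudocount were also taken over genes with 1000 reads or more in the pair, with reads below 3 set to 3. Larval libraries were set against the other 5 libraries by counting genes whose lowest larval value lay above the highest other value by 1 or more, and the reverse. Stage-restricted genes had a tau index (0 for equal values in each library, 1 for expression in a single library) of 0.8 or more on log2(RPKM + 1) and a highest RPKM of 5 or more. Genes of the same recovered length whose reads differed by at most 2% (or 3 reads) in each library, with 100 reads or more in some library, were treated as near-identical copies. This gave 8 clusters of 33 genes.

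Genes were named by rules set before the data were examined. The rules took the gene with the highest RPKM in each library and in each set of stage-restricted genes, the 3 genes of each sign with the largest sex difference in both pupae and adults among genes at an RPKM of 10 or more in the higher sex, and the 3 genes of each sign with the largest gap between larvae and the other libraries. The table gives identifiers and no gene names, and 0 of its identifiers were found among the 13139 genes of the RefSeq table of assembly Pxut_1.1. At most 2 identifiers per direction are therefore printed for a comparison.

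The cytochrome P450 family CYP6 and the farnesyl pyrophosphate synthases, which the study examined over development, are not analysed here, because membership of these families needs gene names. The genes edited in the study (*Abd-B*, *ebony* and *fz*) are not analysed here either. The study gives gene numbers for them under a different prefix, and the numbers in the table run up to 15322. No table used here pairs the numbers of the study with those of the deposited table, so features with equal numbers were not taken to be these genes. The feature with the number of *Abd-B* had an RPKM between 6.21 and 35.9, that with 1 of the 2 numbers that the study prints for *ebony* between 13.4 and 153, and that with the number of *fz* had 1 read in the 10 libraries together.

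Alternatives set before the data were examined were other detection limits, rho over the complete table, Pearson's r, a pseudocount of 0.1, genes with a mean RPKM of 1 or more, RPKM rescaled to the same sum or to the same upper quartile over the 12116 genes above 0 in each library, a difference of 1, any gap above 0, a tau of 0.9, other numbers of abundant genes and leaving out each library in turn. Chosen after the data were seen were the upper-quartile rescaling of stage-restricted genes and near-identical copies kept once. Upper-quartile factors ranged from 0.729 for the female adult to 1.63 for the 2nd instar.

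The procedures were tested on simulated data with 15107 genes, drawn from the mean reads of the real genes and the real totals, with 200 genes changed in each of 3 ways. The totals of 10 libraries came back exactly, and the length came back exactly in 99.9% of genes. The simulated lengths were the recovered ones, so the absolute scale was not tested. Of the 200 genes raised 8-fold in 1 library, 200 were called, with 0 other genes, the restricted genes left out. Of the 200 genes raised in larvae, 200 were called, and of the 200 genes restricted to 1 stage, 199 were called. The changes were well past the thresholds and were made in genes above a minimum mean RPKM. Unchanged genes had the same expected value in each library, with counting noise only. The simulation therefore checks the code, and does not measure the errors that animals or library composition bring. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.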

Results

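Expression of 15123 genes was profiled in 10 libraries of *P. xuthus*, covering the egg, each larval instar, and pupae and adults of both sexes. Each stage had 1 library, so the differences below carry no replicate check. Library totals read back from the RPKM values were 34949416 reads for the egg, 34417545 for the 1st instar, 27233231 for the 2nd, 28197950 for the 3rd, 29409552 for the 4th and 23378656 for the 5th. They were 32549310 for the female pupa, 35161755 for the male pupa, 35120299 for the female adult and 31244864 for the male adult. At these totals, 3 reads at a gene of 1 kb correspond to an RPKM of 0.0853 in the male pupa and 0.128 in the 5th instar. Reads summed over genes came to between 76.5% of the total in the female adult and 98.6% in the male adult for the egg, 1st instar, pupae and adults. In instars 2 to 5 the sum exceeded the total, at 154%, 136%, 124% and 142%.

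The first question was how many genes each stage expressed. At an RPKM of 1 or more, 11961 genes were detected in the egg and 11870 in the 1st instar. The number was lower in the later larvae, with 10205 genes in the 2nd instar, 10632 in the 3rd, 10922 in the 4th and 10767 in the 5th. The female pupa had 11379 genes, the male pupa 11960, the female adult 11130 and the male adult 12436. In total 14491 genes were detected in at least 1 library, 7890 in each of the 10 libraries and 737 in a single library. The median over libraries was 11254.5 genes, and it was 8454 at an RPKM of 5 or more, the alternative that gave the lowest median.

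The share of summed RPKM held by the 10 most abundant genes describes how far a few genes dominate a library. This share was 13.6% in the egg, 19.5% in the 1st instar, 51.3% in the 2nd, 37.6% in the 3rd, 39.8% in the 4th and 37.9% in the 5th. It was 14.0% in the female pupa, 15.7% in the male pupa, 7.93% in the female adult and 29.1% in the male adult. The median over libraries, 24.3%, became 57.4% when 100 genes were taken. Near-identical copies were each counted in these shares, which were not taken again with such copies kept once. RR46_00605, with a recovered length of 240 bp, was the most abundant gene in the egg, in each of the 5 instars and in the male pupa. In the 2nd instar it reached an RPKM of 376114, or 2458272 reads, which is 9.03% of the library total (Wilson 95% interval 9.02 to 9.04%). In the male adult the most abundant gene was RR46_06207, with 2.83% of the total (2.83 to 2.84%). Reads at genes summed to 154% of the total in the 2nd instar and to 98.6% in the male adult. The 9.03% is therefore not a share of the reads at genes and is not comparable with the 2.83%. Its interval takes the reads as a part of the total, which does not hold there.

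**Figure D1:**
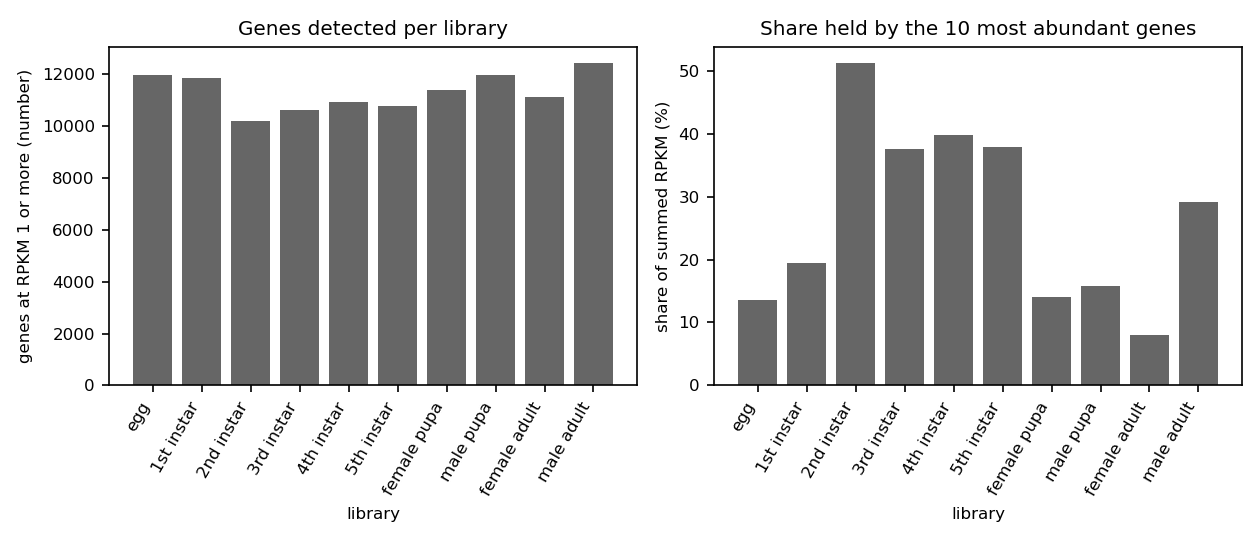
Genes at an RPKM of 1 or more (left, number) and percent of summed RPKM held by the 10 most abundant genes (right), with 1 bar per library and no error bars because each stage has 1 library. Instars 2 to 5 have the 4 lowest numbers of detected genes, from 10205 to 10922, and the 4 highest shares, from 37.6 to 51.3%. Near-identical copies are each counted in the shares.

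The similarity of stages was examined with rank correlations across genes, which are not independent replicates. Over the 45 pairs of libraries, Spearman's rho ranged from 0.511 to 0.974 with a median of 0.707. The median was 0.734 over the complete table, the alternative that moved it most. The egg and the 1st instar were the most similar pair, at 0.974, and the highest value among the remaining 44 pairs was 0.908. Within instars 2 to 5, rho lay between 0.793 and 0.908. The female and male pupae had a rho of 0.891, and the female and male adults of 0.662. Among genes with 1000 reads or more in the pair, 0 of 6339 differed 4-fold or more between the egg and the 1st instar, and the largest ratio was 3.66-fold. In each of the other 44 pairs at least 212 such genes differed 4-fold or more, and the largest ratio was at least 2611-fold. The 212 genes were those of the female and male pupae, out of 6055.

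**Figure D2:**
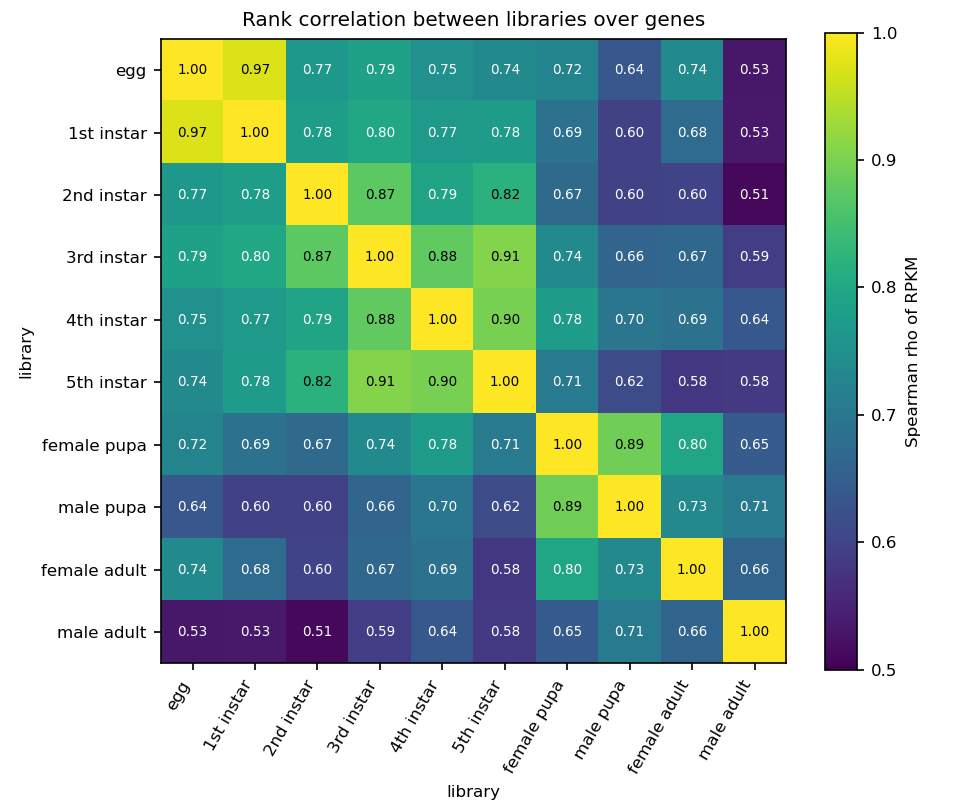
Spearman's rho of RPKM over 14491 genes for each pair of the 10 libraries (both axes), with the value printed in each cell and shown by colour. The egg and 1st-instar libraries have the highest rho, 0.974, and the lowest, 0.511, lies between a larval and an adult library.

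**Figure D3:**
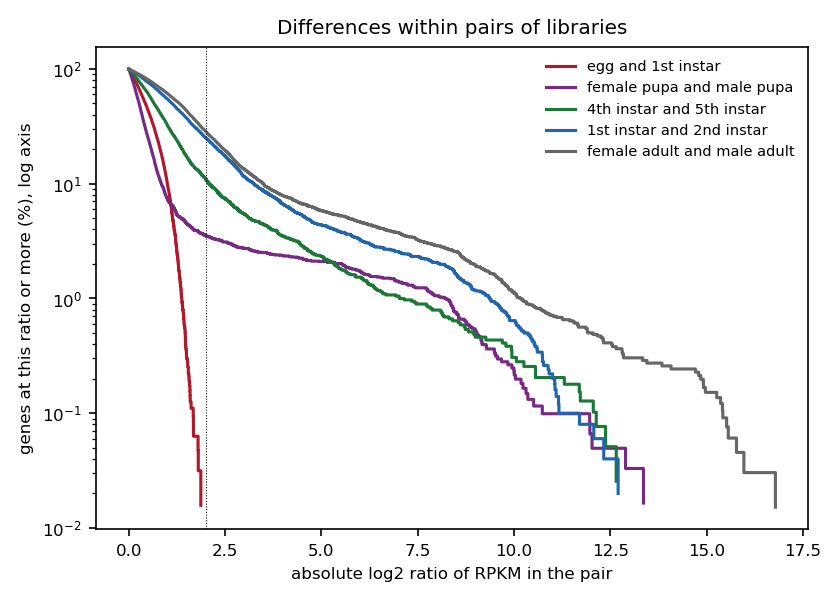
Percent of genes (log axis) whose absolute log2 ratio of RPKM within a pair of libraries is at or above the value on the horizontal axis, for 5 pairs and genes with 1000 reads or more in the pair; the dotted line marks 4-fold. The curve of the egg and 1st instar ends before 4-fold, at 3.66-fold, whereas 212 genes of the female and male pupae lie beyond it.

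Changes between successive stages were counted to follow expression through development, with the sexes kept apart from the pupa on. From the egg to the 1st instar, 0 genes were higher and 1 was lower by 2 or more in log2(RPKM + 1). This gene, RR46_10010, named after its value was seen, fell from an RPKM of 10.2 (120 reads) to 1.56 (18 reads). From the 1st to the 2nd instar 329 genes were higher and 2135 lower. The following larval steps had 489 higher and 412 lower (2nd to 3rd), 464 higher and 524 lower (3rd to 4th) and 535 higher and 172 lower (4th to 5th). From the 5th instar to the female pupa 2012 genes were higher and 1129 lower, and to the male pupa 2411 higher and 1075 lower. From pupa to adult, 933 genes were higher and 803 lower in females, and 1348 higher and 737 lower in males. When reads were redrawn from the mean of the 2 libraries of a step, counting noise alone gave at most 1 gene per step.

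The balance of higher and lower genes depended on the scaling between libraries. Rescaling to the same upper quartile moved the median log2 difference of a step by between -0.51 and 0.51, over the 13055 genes with a mean RPKM of 1 or more. Rescaling to the same sum moved it by between -0.71 and 0.67. From the 1st to the 2nd instar, higher genes made up 13.4% of the changes as deposited, 37.7% at the same upper quartile (795 higher, 1316 lower) and 2.63% at the same sum (109 higher, 4037 lower). From the 5th instar to the female pupa the share was 64.1% as deposited, 33.6% at the same upper quartile (815 higher, 1608 lower) and 85.5% at the same sum (4280 higher, 726 lower), so that the direction of the majority flipped. To the male pupa it was 69.2%, 48.1% (1430 higher, 1543 lower) and 85.1% (4121 higher, 721 lower). From the 2nd to the 3rd instar it was 54.3% as deposited, 39.2% at the same upper quartile (389 higher, 604 lower) and 61.7% at the same sum (452 higher, 280 lower). From the female pupa to the female adult it was 53.7% as deposited, 43.2% at the same upper quartile (697 higher, 917 lower) and 63.6% at the same sum (1241 higher, 709 lower). From the 3rd to the 4th instar it was 47.0% as deposited, 46.8% at the same upper quartile (511 higher, 581 lower) and 57.7% at the same sum (498 higher, 365 lower). A pseudocount of 0.1 and a difference of 1 raised the number of changed genes, to 27363 and 44781 calls over the 9 steps from 15509. At the same upper quartile there were 14058 calls.

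**Figure D4:**
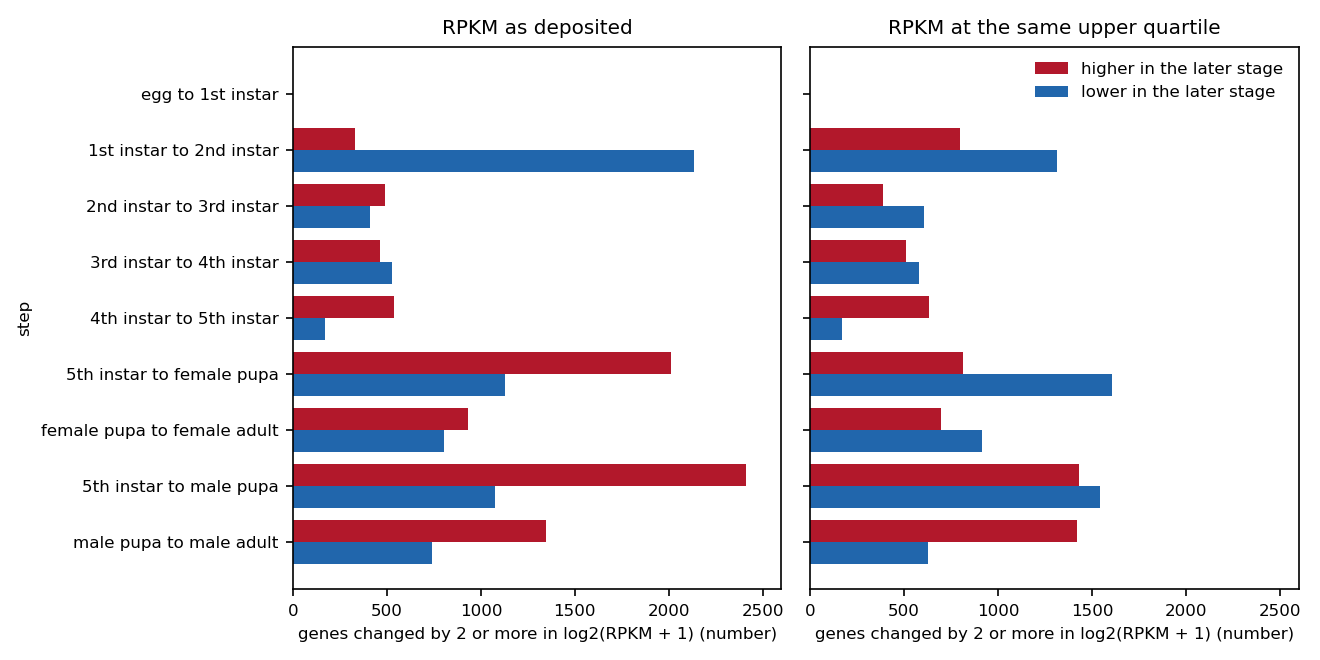
Number of genes higher (red) and lower (blue) in the later stage by 2 or more in log2(RPKM + 1) for the 9 steps, with RPKM as deposited (left) and rescaled to the same upper quartile (right); each step compares 2 single libraries. From the 5th instar to the female pupa, 2012 higher and 1129 lower genes become 815 higher and 1608 lower after rescaling.

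Females and males were compared within pupae and within adults. In pupae, 69 genes were higher in the female and 609 in the male by 2 or more in log2(RPKM + 1). In adults, 1341 were higher in the female and 1556 in the male. Counting noise alone gave 0 genes in either stage. In adults the female share of these genes was 46.3% as deposited, 28.7% at the same upper quartile (811 female, 2013 male) and 61.2% at the same sum (2062 female, 1308 male). In pupae it was 10.2% as deposited, 9.31% at the same upper quartile and 12.0% at the same sum. Of the 678 genes past the threshold in pupae, 89.1% had the same sign in adults, and of the 2897 past it in adults 60.3% had the same sign in pupae. Past the threshold the same way in both stages were 13 genes higher in females and 417 higher in males, 430 in total. A difference of 1 gave 840 such genes, the alternative that moved this count most. With 1 library per sex and stage no test was made.

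Among genes higher in females in both stages, RR46_15274 had an RPKM of 28.0 (exact 95% interval 25.9 to 30.2) in the female pupa and 0.890 (0.564 to 1.34) in the male pupa. In adults it was 248 (242 to 254) in the female and 0.218 (0.0707 to 0.508) in the male. This gene was also at 99.1 in the egg and 71.8 in the 1st instar, and had 0 reads in the 2nd, 3rd and 5th instars. RR46_00364 was 13.9-fold higher in the female than in the male pupa and 7.68-fold higher in the female adult. Among genes higher in males, RR46_02337 had an RPKM of 529 (522 to 535) in the male pupa and 0 reads in the female pupa, which makes it at least 7621-fold higher. In adults it was 544 (537 to 551) in the male and 1.31 (1.00 to 1.68) in the female, or 416-fold higher. RR46_11805 was at least 1052-fold higher in the male pupa and 293-fold higher in the male adult.

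**Figure D5:**
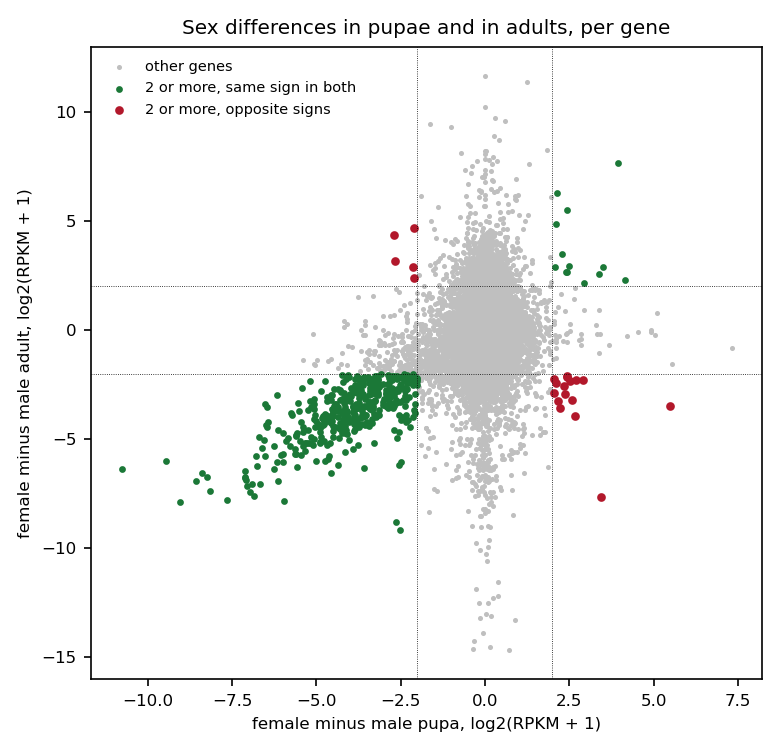
Difference between female and male in log2(RPKM + 1) in pupae (horizontal) and adults (vertical), with 1 point per gene and dotted lines at the threshold of 2. Green points are the 430 genes past the threshold the same way in both stages, 417 of them higher in males, and red points are the 21 genes past it in opposite ways.

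Larvae were set against the other stages over the complete table, a comparison that the study made for the CYP6 family, which is not analysed here. Over the 15123 genes, 8 had each of the 5 larval values above the other 5 values by 1 or more in log2(RPKM + 1), and 5 had each larval value below. With any gap above 0, the numbers were 242 (1.60% of genes) and 1147 (7.58%). If the 10 libraries were exchangeable within a gene, chance would give 0.397% of genes for each direction. Successive stages are not exchangeable, and these any-gap counts were not taken at another scaling. An excess over chance can therefore not be read from them. These counts rested on single libraries. Without the egg, 305 genes were higher and 115 lower in larvae, and without the 1st instar 68 were higher and 207 lower. Without the 4th instar 30 genes were higher, and without the male adult 49 were lower. At the same upper quartile 39 genes were higher and 0 lower, whereas at the same sum 0 were higher and 90 lower. RR46_09538 had an RPKM of 51.4 (47.3 to 55.8) or more in the larvae, 21.7 (19.2 to 24.3) in the egg and at most 4.18 (3.09 to 5.53) in pupae and adults. RR46_04554 had 33905 or more in the larvae and 14821 in the egg. RR46_08239 had 22.4 (19.1 to 26.1) or less in the larvae and 54.7 (49.5 to 60.3) or more in the other libraries. RR46_07112 had 7.10 (6.19 to 8.09) or less in the larvae and 15.9 (14.5 to 17.3) or more in the others. In RR46_04554, RR46_08239 and RR46_07112 the gap was that between the 1st instar and the egg, and in RR46_09538 that between the 4th instar and the egg.

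Stage-restricted genes were sought to describe expression limited to part of development. Of the 12325 genes with a highest RPKM of 5 or more, 1063 (8.62%) had a tau of 0.8 or more. Each was counted for the library of its highest value, and could be high in another library too. The male adult had the highest value for 447 of them and the male pupa for 315. The female adult had 82, the 1st instar 73, the egg 53, the 2nd instar 40, the 5th instar 25, the female pupa 21, the 4th instar 5 and the 3rd instar 2. With a tau of 0.9 or more the number was 389, the alternative that moved it most. Where 2 stages shared their genes, as the egg and 1st instar did, tau was lower by construction. Shared genes could still pass. The most abundant gene counted for the male pupa had an RPKM of 3108 there and 1176 in the male adult. That counted for the egg had 5579 there and 2876 in the 1st instar. How many of the genes were shared in this way was not counted. RR46_06207 had an RPKM of 122556 (122305 to 122808) in the male adult and at most 9.36 (7.37 to 11.7), in the male pupa, elsewhere. RR46_10818 had 5836 (5810 to 5863) in the female adult and at most 2.73 (2.16 to 3.41), in the female pupa, elsewhere.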

Values the study reported

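The study predicted 15,322 protein-coding genes in the *P. xuthus* genome.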

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

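The tests of exchanged sexes in this part were chosen after the result was seen. The sex difference of 21 genes ran in opposite ways in pupae and adults, past 2 in log2(RPKM + 1) in both. Of these, 16 were higher in the female pupa and the male adult, and 5 in the male pupa and the female adult. The difference between the stages was not tested, because each sex had 1 library per stage. The 2 genes with the largest smaller difference, chosen after their values were seen, were RR46_08198 and RR46_05651. RR46_08198 had an RPKM of 1817 in the female pupa against 39.5 in the male pupa, and 2.88 in the female adult against 42.7 in the male adult. RR46_05651 had 71.3 against 5.59 in pupae and 0.0404 against 207 in adults.

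The tables argue against several technical explanations. The scaling between libraries does not account for the pattern, as 18 of the 21 genes stayed past the threshold in opposite ways at the same upper quartile. Low depth does not account for it, as the higher library of either stage had at least 50 reads at each of these genes. An exchange of the sexes in 1 stage would give mostly opposite signs. Of the genes past the threshold in pupae 89.1% had the same sign in adults, and of those past it in adults 60.3% had the same sign in pupae. Past it in both stages, 430 genes had the same sign and 21 opposite signs, which argues against an exchange. Reads shared between near-identical copies are argued against by the count of these genes with such a copy, which was 0. That count covers only copies of the same length and nearly the same reads. Sharing between genes that differ more was not tested and stays open. Differences between single animals, in the age of the pupae or in the hour of sampling, stay open, as does a biological change of sex-dependent expression between pupa and adult, which was not tested.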

How the results depend on the processing

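Of 113 values under alternative settings, for 20 results, 66 stayed within the limits set for them and 47 moved. The limit was 1.5-fold for counts of genes. The median number of detected genes, the median rho and the rho of the egg and 1st instar stayed within limits under each alternative tried for them. The causes were not tested, except that a lower threshold or any gap above 0 admits more genes by construction, and a stricter tau fewer. A pseudocount of 0.1 raised the counts of changed genes and lowered that of stage-restricted genes.

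With a pseudocount of 0.1, changed genes numbered 132 (egg to 1st instar), 4280 (1st to 2nd), 2216 (2nd to 3rd), 2000 (3rd to 4th), 1535 (4th to 5th), 5154 (5th instar to female pupa), 3225 (female pupa to adult), 5410 (5th instar to male pupa) and 3411 (male pupa to adult), or 27363 calls. Sex differences numbered 1189 in pupae, 4489 in adults and 713 the same way in both, genes lower in larvae 33, and stage-restricted genes 539.

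With a difference of 1, the steps gave 901, 6537, 4000, 3779, 2905, 7650, 5096, 7921 and 5992 changed genes in the same order, or 44781 calls. Sex differences numbered 1587 in pupae, 7357 in adults and 840 in both.

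With the same sum, 5 genes changed from egg to 1st instar, 4146 from 1st to 2nd instar and 5006 from 5th instar to female pupa. Genes higher in larvae numbered 0 and lower 90. With the same upper quartile, 0 genes changed from egg to 1st instar, and 39 were higher and 0 lower in larvae. With any gap above 0, 242 were higher and 1147 lower in larvae. A tau of 0.9 gave 389 stage-restricted genes, and 100 genes in place of 10 held a median share of 57.4%.

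Leaving out 1 library at a time gave from 8 to 305 genes higher and from 5 to 207 lower in larvae. The highest values came without the egg (305) and without the 1st instar (207). Also over 1.5 times away were 68 higher without the 1st instar, 30 higher without the 4th instar, 115 lower without the egg, 11 lower without the female pupa and 49 lower without the male adult. Leaving out a library can only add genes to these counts, by construction.

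Keeping near-identical copies once and the upper-quartile scaling of stage-restricted genes, both chosen after the data were seen, left the total counts tried within limits. By stage, the upper-quartile scaling took the stage-restricted genes of the 4th instar from 5 to 8, past the 1.5-fold limit. The other stages stayed within it. The alternatives for CYP6, farnesyl pyrophosphate synthases and the edited genes were not run, because these genes are not analysed here. No paired test was run. The female and male libraries of pupae and adults were paired within stage only to count genes past the threshold the same way. Larvae and the other libraries were likewise compared by counts of genes only. Depth limits the genes near an RPKM of 0.1, where a library has about 3 reads per kilobase. At a pseudocount of 1 and a difference of 2, counting noise gave at most 1 gene per step. It was not drawn for the other settings, where genes with few reads can pass by noise.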

Other observations

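The tests in this part were chosen after the patterns were seen, except those of detected genes, of the splits of the libraries and of genes with 50 to 99 reads.

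The egg and the 1st instar had fewer large differences than any other of the 45 pairs of libraries. Per the methods of the study, both were pools of animals and the 2nd instar was a smaller pool. The later larvae, pupae and adults were single animals. The pairs therefore differ in pooling too, and its part was not tested. The egg and 1st instar were not 1 library listed a second time, since standardised read differences had a variance of 271 over 11130 genes, where counting noise gives 1. Low depth did not hide differences, since the largest ratio was 2.96-fold over the 869 genes with 10000 reads or more. A candidate explanation is RNA of both stages in both libraries, for example eggs and hatchlings collected together. Larval genes were defined from the other libraries as at least 50-fold higher in the geometric mean of instars 2 to 5 than in any pupa or adult, with a mean RPKM of 10 or more and 1000 reads or more in the egg and 1st instar together. Over 123 of them the log2 ratio of egg to 1st instar had an SD of 0.396 and a median ratio of 0.522. The SD was between 2.03 and 3.05 for the 4 steps between instars. The ratio of egg to 1st instar ranged from 0.370 to 2.50 over these larval genes, so at least 1 of them was higher in the egg. Over 120 egg genes, at least 50-fold higher in the egg than in instars 2 to 5, the ratio was less uniform, with an SD of 0.813, a median of 1.39 and a range from 0.431 to 3.66. A mixture would need some of these egg genes to be expressed in 1st-instar larvae too. Among 918 genes with 50 to 99 reads in the pair, 0 differed 10-fold or more, against 172 of 988 between the 1st and 2nd instars and 68 of 988 between female and male pupae. A further set of 49 genes was present in the female adult and egg and at an RPKM of at most 1 in the male adult and instars 2 to 5. Of these genes of the female adult and egg, 1 fell 4-fold or more from the egg to the 1st instar. If 2 sources were mixed, the 1st and 99th percentiles of the ratio (0.463 and 2.58) would put the larval part at 34.5% of the egg library and 74.6% of the 1st-instar library. These tests would come out alike for eggs about to hatch and larvae just hatched, and that biological explanation stays open and untested, as the labels give no age. The limit is not strict, since RR46_10010 fell more than 4-fold. The pair bears on the larval comparison, which went from 8 to 305 higher genes without the egg.

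In instars 2 to 5 more reads were assigned to genes than the library total holds, up to 154%. Reads shared between near-identical copies cannot account for this alone, since the highest sum was still 152% of the total, and 4 libraries stayed above 100%, with such copies kept once. The largest cluster had 18 genes. Within a second one, RR46_00557, RR46_02559 and RR46_00457, each of 294 bp, had 472065, 471713 and 471707 reads in the 4th instar, so values of such genes are uncertain. Paralogs that differ more were not tested. Another candidate explanation is that both ends of a fragment were counted against a total of fragments. It needs sums of at most 200% and an excess of even read numbers. Even numbers from 2 to 20 were 1.09 times as frequent as the mean of their odd neighbours, with a value above 1 in each of the 10 libraries. This excess did not follow the sums, as it was 1.16 in the male pupa, whose sum was 86.3%, and 1.05 in the 3rd instar, whose sum was 136%. Counting of both ends could therefore allow sums above 100%, but the test does not say why these 4 libraries and not the others exceed it. No biological explanation was tested.

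Fewer genes were detected in instars 2 to 5. A difference in library size is argued against, since after thinning to 23378656 reads these libraries had at most 13887 genes above 0 and the others at least 14228. A few genes taking most of the counts may account for part of the difference. At the same upper quartile these instars had between 11026 and 11365 genes, against 10666 in the female adult and 11247 in the female pupa. They stayed below the egg (11727), the 1st instar (11852), the male pupa (11863) and the male adult (12452), so a deficit against these 4 libraries remained. A lower number of genes expressed by feeding larvae stays open and untested.

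Larvae against the other libraries gave 13 genes in both directions together. Of 100 splits of the 10 libraries 5 against 5, drawn from the 126 possible, 4 gave as many, the real one included, and the median was 0. The highest split, with 164 genes, exchanged the egg and the 4th instar. In that split 133 genes were lower and 31 higher in the 4th instar, pupae and adults. Of the 123 larval genes, 98 were lower in the 4th instar than in both the 3rd and the 5th, and the median was 5.78-fold higher in the 5th than in the 4th. The larval genes had a median 8.97-fold higher in the 3rd than in the 4th instar. A few genes taking most of the counts would lower other genes alike, but over the 13055 genes with a mean RPKM of 1 or more the median log2 difference from the 3rd to the 4th instar was 0.050. A 4th-instar animal close to a moult may be the source, and as it is a single library, neither this nor a difference between animals was tested.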
